A study of Mus musculus with 17 samples. Its data were reported in "Paternal Poly (ADP-ribose) Metabolism Modulates Retention of Inheritable Sperm Histones and Early Embryonic Gene Expression" (2014).

How the data were processed

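Single 2-cell mouse embryos of strain 129SVE were profiled, 1 array per embryo. The sires were wild-type males given daily injections of PJ34, an inhibitor of the poly(ADP-ribose) polymerases PARP1 and PARP2, or of saline, over 6 weeks before mating with untreated wild-type females. The labels give 7 control embryos from 3 sires (A with 1 embryo, B with 3 and D with 3) and 10 PJ34 embryos from 3 sires (MTM11 with 4, MTM13 with 4 and MTM14 with 2). Each embryo was assigned to its group and sire from its label, and embryos are named by sire and embryo number. The labels call the control sires both saline treated and untreated; the design text and the treatment protocol describe saline, and the control group is described as such. A legend in the study's supplement gives a longer treatment of males; the period of the labels and methods is used here.

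RNA of each embryo was isolated, amplified by a whole-transcriptome method and hybridized to Affymetrix Mouse Gene ST arrays of the first generation. The authors deposited log2 intensity values made by the RMA method (robust multichip average), which consists of background correction, quantile normalization across arrays, log2 transformation and summarization of probes into probe sets, in Partek Genomics Suite. The software versions and the genome build of the probe sets are not given in the sources used here. The values were used as deposited, with no further normalization in the reported comparisons. The table held 28815 rows (probe sets), with array medians from 6.12 to 6.23 over the 17 embryos. For arrays no read depth applies, and the number of embryos limits the precision: the median standard error of a row's group difference was 0.09 on the log2 scale.

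Rows were paired with genes through the platform's probe annotation, and symbols were updated by gene ID from a mouse gene table on assembly GRCm38.p6, used for names only. Of all rows, 21780 carried exactly 1 gene symbol (19935 genes, of which 998 had more than 1 row), and 21689 of these matched the gene table. Another 1605 rows carried several symbols and 5430 carried none. The comparisons used the rows with 1 symbol. The others are unnamed here, not without a gene, and entered as an alternative and in the closing section.

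Analyses were run in R 4.3.3 with limma 3.58.1, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Differences were tested with limma (linear model and empirical Bayes moderated statistics, two-sided) and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.1 as the study used. The group comparison set 10 PJ34 embryos against 7 control embryos. Because embryos of 1 sire are not independent of that sire, it was repeated with the sire as a random block and on sire means. Each PJ34 family was set against all control embryos in 1 fit with 4 groups, and a moderated F test over the 3 PJ34 families tested the difference between sires. Each single PJ34 embryo was set against the 7 control embryos in a fit whose residual spread came from the control embryos alone, so that a lone embryo was assumed to vary like a control. As background, each control embryo was set against the other 6 in the same way, each PJ34 embryo was set against the same sets of 6, and control families B and D were set against the other controls. Means of single-embryo values were compared by exact permutation tests over all 19448 splits of the 17 embryos into 10 and 7, two-sided. Counts per embryo against the controls were not made again for each split, so for counts and their shares these p-values are approximate. Spread was measured as the median over rows of the log2 ratio of the standard deviations, with an exact permutation test on group-centred values.

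Before the data were examined, 23 gene lists were fixed: ribosomal proteins, mitochondrial ribosomal proteins, oxidative phosphorylation, proteasome, olfactory receptors, vomeronasal receptors, ion channels, Hox genes, replication-dependent histones, genome activation, maternal transcripts, pluripotency and blastocyst lineage, chromatin modifiers, PAR (poly(ADP-ribose)) metabolism, DNA damage response, imprinted genes, heat shock and stress, spermatogenesis, cumulus cells, oviduct and blood, Y-linked genes, genes the study discusses and the study's control genes. Lists were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation beside it, and with fry for a change in 1 direction and in either direction. The histone list was matched through older gene names after its pattern was found to match no current symbol, before its values were seen. The groups, tests and alternatives were fixed at the same time. The named genes were chosen by a rule fixed then: for the group comparison the 10 genes with the largest changes in each direction past the threshold, filled up by the smallest p and said not to pass; for each family up to 4 genes per direction past the threshold; the 6 genes with the smallest p between sires; up to 8 genes called in the same direction in 3 or more single embryos; up to 4 members of each list by smallest p; and the genes the study discusses with its control genes. Where a gene had several rows, the row with the highest mean over all embryos stood for it.

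The statistics were tested on simulated data with the means and spreads of the real rows, in which a drawn set of rows was changed by known amounts. This test was written after the comparisons had first been run. In the group comparison 71.4% of 56 rows changed by 0.5 on the log2 scale were recovered, 90.6% of 64 rows changed by 1 and 97.5% of 80 rows changed by 2. In a comparison of 1 single PJ34 embryo the shares recovered were 3.57%, 46.9% and 77.5%, and 16 unchanged rows were called as well, a larger part of the calls than the threshold of 0.1 allows on average; in the group comparison 13 unchanged rows were called. The alternatives were other treatments of the sire, the embryo number as a block, a plain analysis of variance, trended and robust variance priors, median centring, repeated quantile normalization, removal of dim rows (the lowest of 3 equal parts by mean level), all rows of the table, a threshold of 0.05, array weights, and leaving out each embryo or sire. Analyses with 1 row per gene, without embryo MTM13-3, with the controls divided into 2 parts, and of the lists without each embryo and with an estimated correlation under 3 of the alternatives were added after values had been seen. Genes on rows with several symbols were given no value. The sperm histone measurements, the Parg mouse model and the sequencing data of the study were not analysed here.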

Results

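Transcript levels were measured in 17 single 2-cell embryos, each the product of 1 sperm: 10 embryos fathered by 3 males treated with the PARP inhibitor PJ34 and 7 embryos fathered by 3 saline-treated control males. The stage spans the main wave of embryonic genome activation, when maternal RNA is degraded and the embryo's own transcription begins. The values were log2 RMA intensities of 28815 probe sets (rows), of which 21780 carried exactly 1 gene symbol and were compared. Array medians over all rows lay between 6.12 and 6.23. The embryos resembled each other closely over these rows, with pair correlations from 0.941 to 0.959 across genes. The median correlation was 0.954 for 19 pairs of the same sire, 0.954 for 47 pairs of the same group with other sires and 0.953 for 70 pairs of the other group. The first principal component held 9.11% of the variance and the second 7.83%. Of 5 components tested, the second differed most between PJ34 and control embryos (exact permutation test, two-sided, unadjusted p = 0.0241, adjusted over the 5 components 0.121), and the first gave an unadjusted p of 0.0919.

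The first question was whether embryos of PJ34-treated sires differed as a group from embryos of control sires. Phkg2, which encodes a catalytic subunit of phosphorylase kinase, had the smallest p: its log2 level was 8.60 ± 0.48 (SD, n = 10) in PJ34 embryos and 9.96 ± 0.38 (n = 7) in control embryos, 2.57-fold lower, and all 10 PJ34 embryos lay below the control mean. Trim6, a ubiquitin ligase, stood at 7.22 ± 0.31 against 8.14 ± 0.33, which is 1.90-fold lower and again below the control mean in 10 of 10 embryos. With the sire as a random block both genes passed the threshold (limma, adjusted p = 0.0567 each), while without the block neither did (adjusted p = 0.112 for Phkg2 and 0.117 for Trim6). The sire correlation estimated for the block was slightly negative, at -0.04, and on the means of 3 sires against 3 neither gene passed. Over 33 alternatives the adjusted p ran from 0.0560 to 0.547 for Phkg2, whose log2 difference stayed between -1.44 and -1.18, and from 0.0328 to 0.711 for Trim6, whose difference stayed between -0.999 and -0.801.

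The other genes with the lowest p did not pass the threshold in the fit without or with the block. Zcwpw1, a reader of histone methylation known from meiotic germ cells, had a log2 difference of -1.28 (95% interval -1.81 to -0.75). Kdm4c, a histone lysine demethylase that the study discusses, had 8.89 ± 0.46 in PJ34 embryos against 9.80 ± 0.41 in controls, a log2 difference of -0.90 (adjusted p = 0.617). Parg, the glycohydrolase that degrades the polymer made by the enzymes PJ34 inhibits, had 9.31 ± 0.20 against 9.67 ± 0.10, or 1.28-fold lower, with an adjusted p of 0.617. All 10 PJ34 embryos lay below the control mean for Zcwpw1, Kdm4c and Parg. The remaining 5 of the 10 with lower values were D230025D16Rik, Btbd1, Stra6l, Arhgap23 and Rpl19, with log2 differences from -0.83 for Btbd1, a ubiquitin ligase adaptor, to -0.23 for Arhgap23.

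Among genes with higher values, none passed the threshold. Tob2 and Tob1, related antiproliferative proteins that bind a deadenylase complex, had log2 differences of 0.43 (95% interval 0.25 to 0.61, adjusted p = 0.465) and 1.01 (0.48 to 1.53, adjusted p = 0.695), each above the control mean in 10 of 10 embryos. The nuclear import receptor Ipo8 had 11.06 ± 0.21 in PJ34 embryos against 10.27 ± 0.48 in controls, or 1.73-fold higher. The integrin chain Itga9 differed by 0.46 and the lipid desaturase Scd1 by 0.64. The same 10 included Morf4l2, a subunit of acetyltransferase complexes, at 0.67, Yeats4, a reader of acylated histones, at 0.40, and Alkbh2, a DNA repair demethylase, at 0.29. The last of the 10 were 2310061I04Rik at 0.69 and the mannose receptor gene Mrc1 at 0.58.

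**Figure D1:**
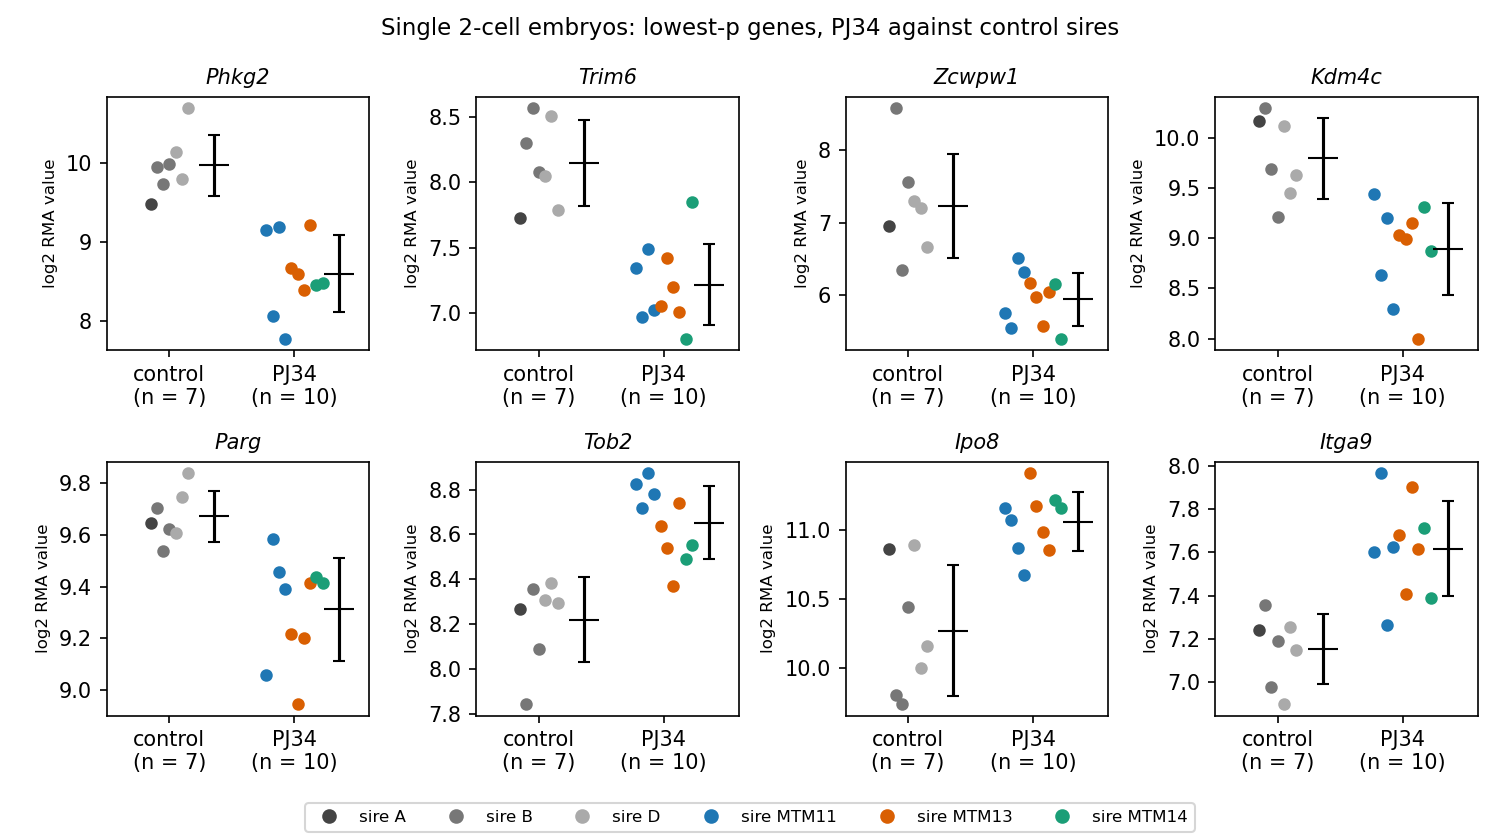
Log2 RMA values of 8 of the genes named for a low p in the comparison of PJ34 with control embryos, not a strict ranking by p. Each point is 1 embryo coloured by its sire. The line and bars to the right of each group are the mean and SD (n = 7 control, n = 10 PJ34). Phkg2 lay at 8.60 in PJ34 embryos and 9.96 in control embryos on average, and none of the 8 passed an adjusted p of 0.1 without the sire as a block.

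In this comparison limma called 0 of 21780 rows at an adjusted p below 0.1 (lowest 0.112). At an unadjusted p below 0.05 there were 1282 rows, 426 higher and 856 lower in PJ34 embryos, where 1089 are expected by chance. The median group difference over rows was -0.016, and 0.0017 with arrays centred on their medians. How far this offset adds to the excess of lower rows, here and in the gene lists, was not tested. The sire as a random block gave 2 rows, Phkg2 and Trim6, with an estimated sire correlation of -0.04, and the means of 3 sires against 3 gave 0. The plain analysis of variance of the study's methods, adjusted in the same way, gave 0. Leaving out control embryo A-2 gave 2 rows, and leaving out PJ34 embryo MTM11-1, MTM11-3, MTM13-4 or MTM14-2 gave 1 each.

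Gene groups were compared next, since the study describes lower levels of ribosomal and metabolic genes and higher levels of developmental genes in such embryos. The study drew this from genes called in single embryos whose histone association in sperm also differed. The lists here hold whole gene groups without that filter, so their means do not test the study's statement itself. Replication-dependent histone genes, which supply chromatin during the S phase, had a mean log2 level of 6.64 ± 0.13 (SD, n = 10) in PJ34 embryos and 6.51 ± 0.20 (n = 7) in controls. Of 31 rows, 2 were higher and 0 lower at an unadjusted p below 0.05, H2aw at 0.60 and H2bc14 at 0.53, while H4c3 at 0.42 and H1f1 at 0.28 did not reach it. Genes of genome activation, transcribed by the embryo at this stage, had the opposite sign, with a list mean of 9.73 ± 0.13 against 9.80 ± 0.06 and 8 of 53 rows lower at an unadjusted p below 0.05. Among them were Nop56, a nucleolar protein of ribosomal RNA modification, at -0.59, the pluripotency-associated Dppa4 at -0.60, Cd320 at -0.28 and Usp17lb, a deubiquitinase, at -1.11. No row of either list passed the threshold over all rows or adjusted over the list alone. Single embryos weighed on both list means: the difference of 0.14 for the histones was 0.08 without control D-1, and that of -0.07 for genome activation was -0.04 without MTM13-4.

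Ribosomal protein genes had a mean log2 level of 11.08 ± 0.15 in PJ34 embryos and 11.14 ± 0.06 in controls, and 69.9% of their 216 rows, which belong to 60 genes, had negative differences, where 56.4% of all rows did. The difference of the list means was -0.06, and ran from -0.09 without MTM11-3 to -0.03 without MTM11-1. Adjusted over the list alone 7 rows passed, all of them lower and all annotated to Rpl19, with log2 differences from -0.92 to -0.36; over all genes tested 0 passed. Ribosomal protein genes have many near-identical processed copies, and whether these 7 rows measure 1 transcript or several is uncertain. Rps3 at -0.47, Rpl6 at -0.30 and Rps15a at -0.33 did not pass. The protein-degrading proteasome had a list mean of 8.78 ± 0.17 against 8.90 ± 0.06, with Psma5 at -1.05 and the ATPase subunits Psmc1 at -0.64, Psmc5 at -0.33 and Psmc3 at -0.31, none of which passed over all rows or over the list alone. Mitochondrial ribosomal proteins gave 0 of 85 rows by either adjustment and went both ways, with Mrps28 at -0.70, Mrpl27 at -0.69, Mrpl35 at -0.54 and Mrpl37 at 0.52. Oxidative phosphorylation gave 0 of 95 rows by either adjustment; its list mean differed by -0.01, from -0.04 without MTM11-4 to 0.01 without control D-1, and 50.5% of its rows had negative differences. The 12 rows with an unadjusted p below 0.05 were all lower and belonged to 7 genes, with 6 rows of Atp5l alone, for which it is equally uncertain whether they measure 1 transcript or several; they included the ATP synthase subunits Atp5j at -0.86, Atp5l at -0.58 and Atp5o at -0.53 (-0.35 without control D-3) and the complex I subunit Ndufa12 at -0.46 (-0.30 without control B-2).

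Genes of later development had list means close to those of control embryos. Olfactory receptors, which act in sensory neurons, had a list mean of 4.64 ± 0.04 in PJ34 embryos against 4.65 ± 0.06, near the lower end of the array's range, and of 1023 rows 9 were higher and 40 lower at an unadjusted p below 0.05. The 4 with the lowest p, Olfr974, Olfr376, Olfr298 and Olfr1494, had differences from -0.24 to -0.23. Vomeronasal receptors, with Vmn1r70 at -0.19, Vmn1r195 at -0.15, Vmn1r208 at 0.16 and Vmn2r96 at 0.15, ion channels, with Kcna7 at 0.15, Gabrr2 at 0.16, Kcna5 at -0.18 and Kcnj11 at -0.17, and Hox genes, the positional regulators of the body axis, with Hoxa9 at 0.10, Hoxc11 at -0.18, Hoxb13 at -0.11 and Hoxa5 at -0.11 (-0.05 without control B-1), had list mean differences of -0.01, -0.02 and -0.01, and without single embryos these ran from -0.032 (Hox genes without control A-2) to 0.0043 (Hox genes without control D-3). None of their rows, and none of the olfactory receptors, passed over all rows or over the list alone.

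Maternal transcripts, stored in the oocyte, had a list mean of 9.40 ± 0.14 in PJ34 embryos and 9.44 ± 0.10 in controls, a difference of -0.04 that was -0.07 without control A-2 or MTM11-1, -0.02 without control B-3 or MTM14-1 and -0.03 without MTM13-4. The oocyte growth factor Bmp15 and the RNA-decay adaptor Btg4 had higher values by 0.29 and 0.27, the cytoplasmic complex member Khdc3 and the oocyte transcription factor Nobox differed by -0.72 and -0.93, and none of the 56 rows passed. In the pluripotency and lineage list 0 of 28 rows had an unadjusted p below 0.05, with Fgf4 at -0.36, Klf4 at 0.27, Krt18 at 0.16 and Nanog at 0.08; without 1 embryo Fgf4 was at -0.23 (control D-2), Krt18 at 0.08 (MTM13-1) and Nanog at 0.05 (control B-2) or 0.12 (control B-1). Chromatin modifiers gave 1 of 130 rows adjusted over the list alone, Kdm4c (adjusted p = 0.0552, log2 difference -0.90, below the control mean in 10 of 10), a gene the study picked out for its expression in these embryos, so this is no independent test, and without the genes the study discusses 0 of 122 rows passed (lowest adjusted p = 0.353); Setdb2 at -0.82, Ing1 at 0.26 and Smarca5 at -0.21 did not pass. PAR metabolism gave 1 of 30 rows adjusted over the list alone, Parg (adjusted p = 0.0130, log2 difference -0.36, below the control mean in 10 of 10), with the tankyrase Tnks2 at -0.60 and the polymerases Parp2 at -0.31 and Parp8 at -0.21 (-0.10 without control D-1) not passing. Neither list had a row that passed over all genes tested. In the DNA damage response the checkpoint adaptor Mdc1 at -0.88, the kinases Atm at -0.56 and Atr at -0.24 and the stress gene Gadd45a at -0.34 were among 36 rows of which 0 passed by either adjustment.

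Among imprinted genes, expressed from 1 parental copy, 0 of 44 rows passed by either adjustment, with Jade1 at -0.24, Igf2r at -0.26, Ndn at 0.14 and Mcts2 at 0.77 (0.47 without control B-1 and 1.17 without control D-3). Heat shock and stress genes gave 0 of 40 rows, with the autophagy receptor Sqstm1 at -0.25, the chaperone Hspa8 at -0.20, the heme oxygenase Hmox1 at 0.19 and Gclm, which takes part in glutathione synthesis, at 0.76. Markers of other cells that could be carried along had list means close to those of controls: 5.50 ± 0.07 against 5.49 ± 0.06 for cumulus cells, with Kitl at 0.16, Ptgs2 at 0.11, Tnfaip6 at -0.10 and Cyp11a1 at -0.12, 5.99 ± 0.09 against 5.95 ± 0.08 for oviduct and blood, with Lyz2 at 0.41, Slc4a1 at -0.16, Krt19 at -0.12 and S100a8 at 0.08, and 5.87 ± 0.06 against 5.88 ± 0.04 for spermatogenesis, with Piwil2 at -0.27, Prm1 at 0.17, Tekt1 at -0.11 and Tnp2 at -0.09. None of these rows passed by either adjustment, and in single embryos Lyz2 was called higher in MTM14-1, at 6.61, and MTM13-4, at 6.30. Krt19 and Tnfaip6 were at -0.06 and -0.05 without control B-1, Cyp11a1 at -0.05 without control B-2 and Ptgs2 at 0.07 without control D-2. Of 7 Y-linked rows, 2 passed adjusted over the list alone and 0 over all rows: the demethylase gene Kdm5d differed by -0.26 (adjusted p = 0.0490, below the control mean in 9 of 10) and the sex-determining Sry by 0.20 (adjusted p = 0.0383, above it in 10 of 10). Uty at -0.23 and Eif2s3y at -0.95 (-0.52 without control B-3) did not pass, and the sexes of the embryos were not labelled.

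The genes the study discusses were listed apart. The study chose part of them by their expression in these embryos, so the list as a whole is not independent evidence. Myc, Sox2 and Klf4 were discussed for histone retention in sperm, and Pou5f1 both for that and for its lower expression in offspring of a single treated sire. Adjusted over this list alone 3 of 13 rows passed and over all rows 0: Kdm4c (log2 difference -0.90, adjusted p = 0.00552, below the control mean in 10 of 10 embryos), the histone methyltransferase Setdb2 (log2 difference -0.82, adjusted p = 0.0592, below the control mean in 9 of 10 embryos) and 1 of the 3 rows of Tet1, which encodes a 5-methylcytosine dioxygenase. The 3 rows of Tet1 had differences of -1.26, -0.14 and 0.26, so no direction is given for the gene. The pluripotency factor Pou5f1 had 11.69 ± 0.46 in PJ34 embryos and 11.74 ± 0.11 in controls (log2 difference -0.05, 95% interval -0.41 to 0.31); without sire MTM14 the difference was 0.06. Riox1 differed by -0.52, the chromatin remodeller Hells by 0.46, Ctla4 by 0.22, Sox2 by 0.15, Myc by -0.23 and Suv39h2 by -0.08, none passing. Single embryos carried several of these: Ctla4 differed by 0.04 without MTM11-1, Sox2 by 0.03 without MTM14-2 and 0.26 without control D-1, Riox1 by -0.34 without MTM13-1, Suv39h2 by -0.05 without MTM11-2 or MTM11-4, Pou5f1 from -0.11 without MTM13-1 to 0.07 without MTM14-1, and Myc from -0.42 without MTM11-3 to -0.10 without control A-2. The study's control genes Hprt, Eif1a and Gpd1l differed by 0.03, -0.08 and 0.02, and Hprt and Gpd1l changed sign in some alternatives, while Eif1a was at -0.02 without control B-3 or MTM13-3 and -0.15 without MTM14-2. Of 128 rows, 1 for each gene followed by name, 31 had a group difference that moved by over 1.5 times without at least 1 embryo, and 6 of them changed sign; leaving single embryos out for single genes was chosen after the results had been seen.

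**Figure D2:**
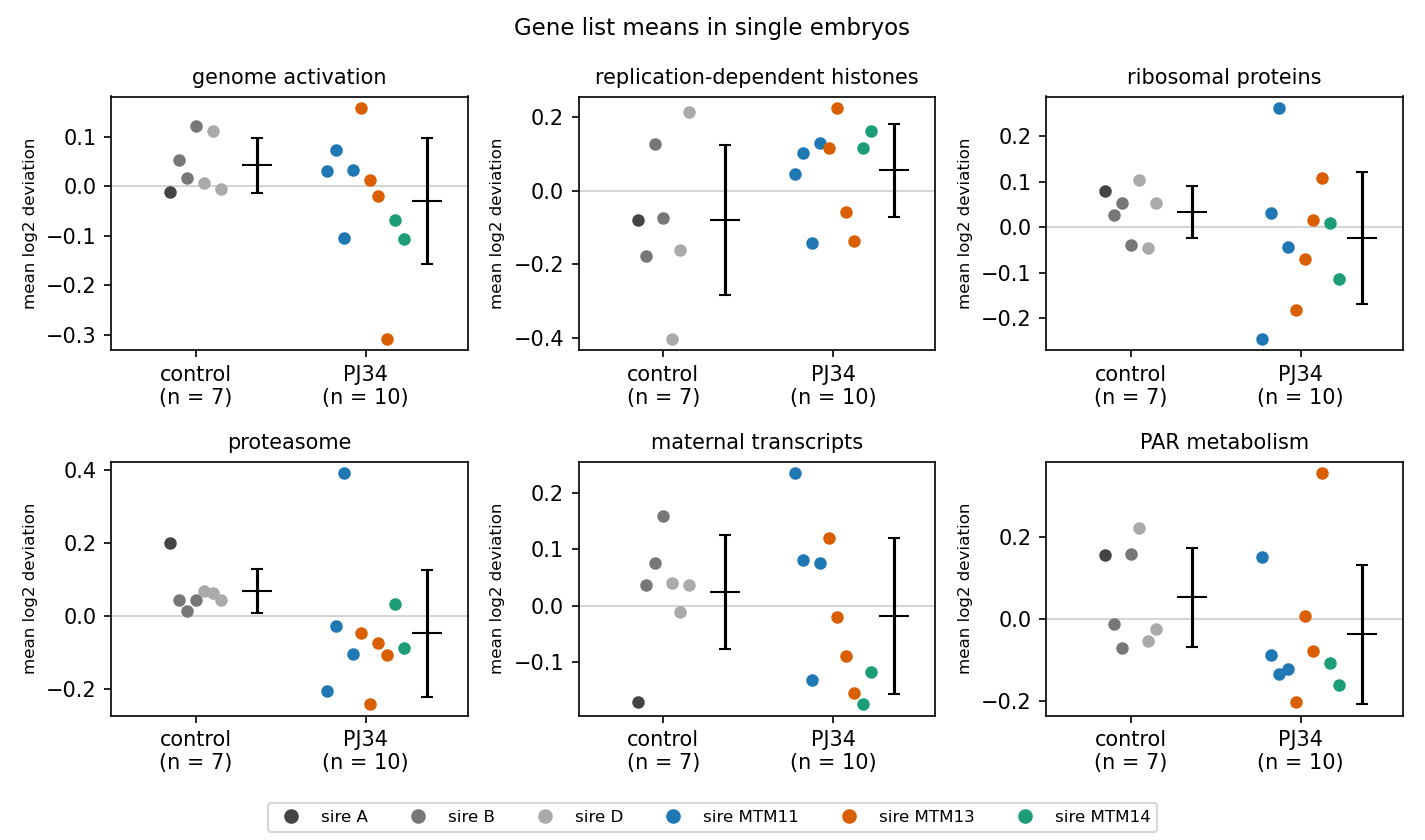
Mean over the rows of 6 gene lists in each embryo, as the log2 deviation from each row's mean over all embryos; points are embryos coloured by sire, and the line and bars are the mean and SD of each group (n = 7 control, n = 10 PJ34). The histone list lay higher in PJ34 embryos by 0.14 on average (0.08 without control D-1) and the genome activation list differed by -0.07 (-0.04 without MTM13-4), and with all embryos as single units and all rows none of the lists passed the adjusted threshold by camera.

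Of the 23 lists, 0 passed an adjusted p of 0.1 by camera (lowest 0.298), with an estimated correlation (lowest adjusted p = 0.994), or by fry's test for a change in 1 direction with the sire as a block. Fry's test for a change in either direction, with the same block, passed for 5 lists: chromatin modifiers (adjusted p = 0.0554), heat shock and stress (0.0628), the genes the study discusses (0.0628), mitochondrial ribosomal proteins (0.0764) and DNA damage response (0.0764). The study chose part of the genes it discusses on these embryos, and 8 rows of them are also among the chromatin modifiers; without these rows the chromatin modifiers did not pass (adjusted p = 0.177), so neither list is independent evidence. Neither fry test compares a list with other genes. At an unadjusted p below 0.05 camera gave 2 lists, replication-dependent histones (p = 0.0137, higher in PJ34) and genome activation (p = 0.0259, lower in PJ34), and with an estimated correlation their p-values were 0.117 and 0.111. The histone p was 0.116 without control D-1, and that of genome activation was 0.0675 without control A-2, 0.109 without control B-3 and 0.161 without MTM13-4. By fry with the sire as a block 2 lists had an unadjusted p below 0.05. The mean, the median and the camera direction differed in sign for oxidative phosphorylation, vomeronasal receptors, maternal transcripts, cumulus cells and the study's control genes, whose differences were close to 0. On sire means, 3 against 3, camera called 5 lists, namely ribosomal proteins, proteasome, histones, genome activation and heat shock and stress; without sire B it called 3, ribosomal proteins, oxidative phosphorylation and proteasome, and without the dim rows (the lowest of 3 equal parts by mean level) it called 1, the histones. With an estimated correlation these 3 settings called 0 lists (lowest adjusted p = 0.414 on sire means, 0.545 without sire B and 0.526 without the dim rows). When single embryos were left out camera called 2 lists without control D-3, histones and genome activation, 3 without MTM11-3, ribosomal proteins, proteasome and histones, and 0 without any other embryo; with an estimated correlation it called 0 in each case. The tests with an estimated correlation in these 3 settings, all list tests without single embryos, and the tests of chromatin modifiers without the genes the study discusses were chosen after the results had been seen.

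The study pairs each treated sire with his own embryos, so each family was compared with all control embryos. In family MTM11 the cilia- and flagella-associated gene Cfap36 rose, with 8.07 ± 0.13 (SD, n = 4) against 6.08 ± 0.44 (n = 7) in controls, 3.97-fold higher (limma, adjusted p = 0.0586), and the lowest of the 4 embryos, at 7.96, lay above the highest control at 6.42. In family MTM14, with 2 embryos, 9 rows rose and 3 fell. The largest rises were in carboxypeptidase D (Cpd, 5.12-fold), the kinesin subunit Kif3a (3.78-fold), the chromatin-associated ubiquitin ligase Uhrf2 (3.57-fold) and Tmem216 of the ciliary transition zone (3.25-fold). In each of these genes both MTM14 embryos lay above every other embryo, and the adjusted p ran from 0.0332 to 0.0803. The glycine transporter Slc6a9 fell by 1.75 on the log2 scale, Lamtor2, a subunit of the lysosomal Ragulator complex, fell by 1.41, and the mitophagy receptor Bnip3 fell by 1.14. Both MTM14 embryos lay below every other embryo for these, with adjusted p from 0.0428 to 0.0803. Bnip3 stood at 10.48 ± 0.06 in the MTM14 embryos and at 11.62 ± 0.20 in controls. Another row of Bnip3, with a mean of 10.84 over all embryos, had a difference of -0.02 between all PJ34 and control embryos. The row given here had -0.27 in that comparison, so the fall is given for this row alone.

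The counts at an adjusted p below 0.1 were 1 for MTM11, 0 for MTM13 (limma, lowest adjusted p = 0.954, with 1081 rows at an unadjusted p below 0.05) and 12 for MTM14. A test over the 3 families found 3 rows that differed between PJ34 sires: Tmem216 (adjusted p = 0.0438), Uhrf2 and the Rab GTPase activator Tbc1d25 (adjusted p = 0.0838 each), all highest in both MTM14 embryos. Tbc1d25 stood at 7.96 ± 0.34 in MTM14, 6.09 ± 0.14 in MTM11, 6.26 ± 0.46 in MTM13 and 6.40 ± 0.28 in controls. The next genes, the SNARE protein Stx8, Bnip3 and Mat2b, a regulatory subunit of the enzyme that makes S-adenosylmethionine, did not pass (adjusted p = 0.218 each), with log2 differences of 2.05 for Stx8 in MTM14, -1.14 for Bnip3 in MTM14 and 0.36 for Mat2b in MTM11. Among the control families, B had 1 row and D 5 rows that differed from the other controls, but for 4 of these 5 genes the only embryo of sire A stood above all others: A-2 had 7.92 for Ect2l against means of 4.25 in B and 4.38 in D, 7.74 for Hmcn1, an extracellular matrix gene, against 3.91 and 3.89, 8.57 for Mir697 against 5.78 and 5.62, and 6.44 for Gm14661 against 3.87 and 3.81. Afmid, an enzyme of tryptophan breakdown, was higher in D, at 7.68 against 6.57 in B. Without A-2 no row differed between B and D (lowest adjusted p = 0.263), a test chosen after the results had been seen. These control-family genes lie outside the rule for named genes and were chosen after their values were seen.

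The family counts rested on few embryos. For MTM11 the count was 0 without control A-2, B-1, B-2, D-1, D-2 or D-3 and without MTM11-2, MTM11-3 or MTM11-4; without MTM11-1 it was 1, but Cfap36 did not pass. It was also 0 with arrays centred on their medians and 2 with the family and the controls alone. For MTM13 it was 1 without MTM13-1, MTM13-2 or MTM13-3 and 3 without MTM13-4. For MTM14 it was 2 without control B-2, 7 without control D-3 and 3 with the family and the controls alone, where none of the 7 genes named for that family passed; their log2 differences are the same there, and the estimate of the spread differs. It was 80 without MTM14-1 and 149 without MTM14-2, when the lone embryo left was assumed to vary like the other groups. When embryos were left out the differences kept their direction in each of these genes: Cfap36 in MTM11 ran from 1.85 to 2.05, and in MTM14 Cpd ran from 1.96 to 2.75, Kif3a from 1.83 to 2.01, Slc6a9 from -1.88 to -1.69, Lamtor2 from -1.47 to -1.29, Bnip3 from -1.20 to -1.10 and Tmem216 from 1.35 to 2.05, while Uhrf2 was at 1.07 without MTM14-1 and 2.60 without MTM14-2. The count between sires was 6 without MTM11-1, 0 without MTM11-3, 1 without MTM11-4, 7 without MTM13-1, 0 without MTM13-4, 56 without MTM14-1 and 110 without MTM14-2.

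Since each embryo stems from 1 sperm, the study called genes in single embryos against all controls. The same comparison was made here, with limma in place of the study's analysis of variance. Such a call takes its spread from the control embryos alone: by the same test a control embryo called 86.6 rows, and with the spread pooled within all families the 10 PJ34 embryos together called 1 row, so the calls below mark rows that stand apart from the controls in an embryo and are no test of the treatment. Gclm rose in 4 embryos, by 1.00 in MTM11-1, 1.84 in MTM11-4, 2.20 in MTM13-4 and 1.09 in MTM14-1, from a control level of 6.45 ± 0.12 (SD, n = 7). The olfactory receptor gene Olfr836 rose in 4 embryos, by 5.42 in MTM11-3, 3.88 in MTM13-1, 2.57 in MTM14-2 and 1.08 in MTM13-3, from a level near the lower end of the array's range at 3.56 ± 0.17. Against so low a level these rises may be lower bounds. The microRNA gene Mir470, whose control level of 3.45 ± 0.19 was equally low, rose in 4 embryos. The apolipoprotein gene Apom, the ETS transcription factor Elk1 and the chaperonin-like Cct8l1 rose in 3 embryos each. Among rows that stand for a gene, the ATP synthase subunit Atp5j and Setdb2 fell in 3 embryos each: Atp5j fell by 2.41 in MTM11-1, by 1.69 in MTM11-2 and by 1.23 in MTM13-3, and Setdb2 fell by 1.66 in MTM11-1, by 2.15 in MTM13-1 and by 1.44 in MTM13-4. Other rows of genes with several rows were called more often, and were named after their values had been seen: 1 row of the noncoding RNA gene Gas5 fell in 5 embryos, by 3.41 to 7.43 from a control level of 11.28 ± 0.68, 1 row of the mitochondrial ribosomal protein gene Mrpl51 rose in 5, and 1 row of Kif1c and 2 of Gm7982 rose in 4 each. The row with the highest mean of each of these 4 genes was called in 0 embryos, so no direction is given for them.

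Of the genes the study discusses, Pou5f1 fell by 1.09 in MTM14-1 and passed in no other embryo. Riox1, a histone demethylase and hydroxylase, fell by 1.46 in MTM11-1 and fell by 2.10 in MTM13-1, and the immune checkpoint receptor Ctla4 rose by 1.86 in MTM11-1. Parg fell by 0.73 in MTM13-2. Uhrf2 rose in both MTM14 embryos, by 2.60 in MTM14-1 and 1.07 in MTM14-2. Ribosomal protein rows were called lower in at least 1 embryo for 11 rows (5.09%, where all rows of like brightness gave 2.33%) and higher for 1 row, among them Rps3, which fell by 1.45 in MTM13-1. Chromatin modifiers were called lower for 7 rows (5.38%, against 1.96%) and higher for 0, but 2 of the 7 are Riox1 and Setdb2, which the study picked out in these embryos, and the other 5 are rows of 1 gene, Chd7. Genome activation was called lower for 4 rows (7.55%, against 2.18%) and higher for 1 (1.89%, against 2.24%). The proteasome was called above rows of like brightness in both directions, lower for 3 rows (6.67%, against 1.99%) and higher for 2 (4.44%, against 2.45%), and so were mitochondrial ribosomal proteins, higher for 6 rows (7.06%, against 2.96%) and lower for 2 (2.35%, against 1.54%). PAR metabolism was too, higher for 2 rows (6.67%, against 3.50%) and lower for 1 (3.33%, against 1.19%). So were maternal transcripts, higher for 2 rows (3.57%, against 2.33%) and lower for 2 (3.57%, against 2.11%). Called more often higher were oxidative phosphorylation, for 5 rows (5.26%, against 2.53%) and lower for 1 (1.05%, against 1.92%), histones, for 4 (12.9%, against 3.81%) and lower for 0, and the DNA damage response, for 4 (11.1%, against 3.71%) and lower for 0. In the group comparison, by contrast, the rows at an unadjusted p below 0.05 were all lower for oxidative phosphorylation (12 rows) and the DNA damage response (3 rows). Olfactory receptors were called higher for 42 rows, or 4.11%, where all rows gave 4.02% and rows of like brightness 5.46%, and lower for 0. Vomeronasal receptors were called higher for 1 row (0.592%, against 5.64%), ion channels for 8 (3.60%, against 4.85%) and Hox genes for 0 (against 4.77%). Ion channels were called lower for 1 row (0.450%, against 0.197%). Most of the olfactory receptor rows lie among the dimmest, where 100% of calls were rises in PJ34 and in control embryos. Like brightness means the same mix of the 3 equal parts by control level, and these shares were not tested.

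**Figure D3:**
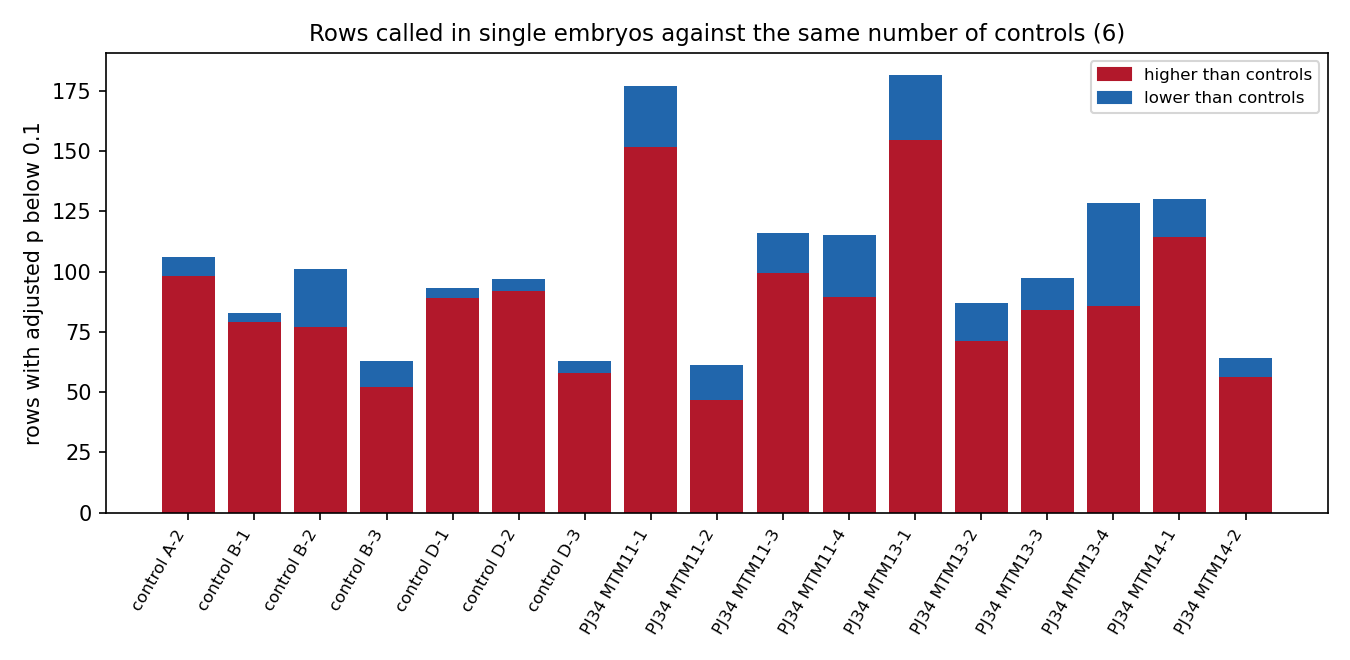
Number of rows called at an adjusted p below 0.1 in each embryo against 6 control embryos, split into higher (red) and lower (blue); a control bar is 1 comparison with the other 6 controls, and a PJ34 bar is the mean over the 7 ways of leaving out 1 control. Control embryos called 63 to 106 rows, 86.6 on average, and PJ34 embryos called 61.1 to 182, 116 on average (exact permutation test on log counts, two-sided, p = 0.137), most of them higher.

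The 10 embryos called 63 to 200 rows each at an adjusted p below 0.1 by limma, 126.5 ± 43.1 (SD, n = 10) on average. Together they called 1044 rows of 967 genes, 870 only higher, 169 only lower and 5 in both directions. Measured the same way, a control embryo called 86.6 ± 17.6 rows (n = 7) against the other 6 controls, and a PJ34 embryo 116 ± 41.2 (n = 10) against the same sets of 6. The ratio of the geometric means was 1.28 (exact permutation test, two-sided, p = 0.137). The share of all calls that were higher was 82.4% in PJ34 embryos and 89.9% in control embryos; the means of the shares per embryo were 82.2% and 89.9% (exact permutation test, two-sided, p = 0.0407, and from 0.00599 without control B-2 to 0.0854 without control D-1). The lower share went with more falls: a PJ34 embryo had 20.4 ± 9.93 falls (n = 10) against 8.71 ± 7.20 (n = 7) in a control embryo (exact permutation test on log counts, two-sided, p = 0.00514, at most 0.0122 when any 1 embryo's count was left out), and 95.4 ± 36.1 rises against 77.9 ± 17.3 (p = 0.343). Adjusted over these 3 tests the p-values were 0.0611 for the share, 0.0154 for falls and 0.343 for rises. The tests of falls and rises were chosen after the results had been seen. A PJ34 count is a mean over several sets of controls, where a control count comes from 1 set, and the counts were not made again for each split. The p-values are therefore approximate, and falls were not counted in other splits of the embryos. These tests treat embryos as independent, although the treatment was given to sires: mean falls per embryo were 8.0, 13.0 and 4.67 for control sires A, B and D and 20.5, 24.6 and 11.7 for MTM11, MTM13 and MTM14, so B lay above MTM14, and on sire means of the log counts the exact p for falls was 0.10, the smallest that 3 against 3 can give. With the spread pooled within all families, which adds the PJ34 embryos' own spread, the mean was 0.1 rows per embryo and the total 1 row.

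In 3 or more PJ34 embryos the same row was called in the same direction 42 times, 31 higher and 11 lower. Independent lists of these sizes give 0.274 rows, and simulated unchanged embryos against the same controls gave 0 in 20 simulations. That 0 says little, because unchanged normal values give few calls. In the separate test of the statistics on simulated data, an unchanged PJ34 embryo called only 0.0714 rows. Other splits of the 17 embryos into 10 and 7 gave a median of 28. A pair of PJ34 embryos shared 6.22 rows on average against the same 7 controls, where independent lists give 0.517. With the controls divided into 3 and 4 in all 35 ways, a pair shared 2.12 rows when both embryos were set against the same part and 0.229 when each was set against a different part, where independent lists give 0.0765 and 0.0364. Calls against a part of the controls were fewer, with 15.98 per embryo against 3 of them and 65.6 against 4, so part of the sharing may come from the common controls and part of its loss from fewer calls.

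Spread between embryos was compared because treated males are thought to give sperm of mixed chromatin. The median SD over rows was 0.180 in control embryos and 0.184 in PJ34 embryos, and the median log2 ratio of PJ34 to control was 0.06 (exact permutation test over 19448 splits, two-sided, p = 0.406). It was 0.10 without control A-2, 0.12 without control B-2, 0.10 without control D-3, 0.02 without MTM11-4 and 0.03 without MTM13-4, and 0.13 on residuals from sire means, which leave out sire A (exact permutation test, two-sided, p = 0.0990), and none of these passed 0.05. The SD was larger in PJ34 embryos for 53.6% of rows. Cfap36, Olfr836 and Atp5j illustrate genes with a wide spread in PJ34 embryos: their SDs were 0.92, 1.97 and 0.77 among 10 PJ34 embryos against 0.44, 0.17 and 0.20 among 7 control embryos. These genes were named because 1 family or several embryos stood apart, so their spread is not a test.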

Values the study reported

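The study reported that single 2-cell embryos of PJ34-treated sires had 35 to 401 differentially expressed genes each, 110 on average, at an adjusted p below 0.1. Over the PJ34 embryos it listed 1095 differentially expressed genes on arrays, of which 869 (79.4%) had a ratio above 1 and 225 (20.6%) a ratio below 1. It described only Pou5f1 among the pluripotency genes Pou5f1, Myc, Sox2 and Klf4 as differentially expressed in the embryos. The lower level was reported for offspring of a single treated sire, PJ34C, and not for the group.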

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

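Of the tests in this part, both tests of the sire's treatment, the test of the array's background and the tests of rises and falls per embryo were chosen after the results had been seen.

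Most calls in single PJ34 embryos were rises, with 82.4% against sets of 6 controls, and so were 89.9% of the calls in control embryos measured the same way. A candidate explanation is that most rows lie near the lower end of the array's range, where a value has little room to fall. For PJ34 embryos, here set against all 7 controls, 45.4% of 394 calls were rises in the brightest of 3 equal parts of the rows. The share was 98.7% of 380 in the middle part and 100% of 491 in the dimmest. The control embryos, each set against the other 6, gave 64.5%, 99.6% and 100%. That single embryos lie far above the rest in single rows is a further candidate explanation but not a separate one, since the median skewness over the 7 control embryos was 0.162 over all rows but 0.231 in the dimmest part, 0.208 in the middle one and 0.046 in the brightest. The treatment of the sire cannot be told apart from differences between single embryos as a source of more rises, with 95.4 ± 36.1 rises (SD, n = 10) in a PJ34 embryo against 77.9 ± 17.3 (n = 7) in a control embryo (exact permutation test on log counts, two-sided, p = 0.343). The share of rises does not bear on this, since it was lower in PJ34 embryos along with more falls, 20.4 ± 9.93 against 8.71 ± 7.20 (exact permutation test on log counts, two-sided, p = 0.00514, adjusted over 3 tests 0.0154, and on the means of 3 sires against 3 p = 0.10, the smallest possible). The p-values for rises and falls are approximate, since the counts were not made again for each split.

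Among the 7035 rows that carry several symbols or none, which are unnamed here and entered no named comparison, 3 sets of rows, joined where their correlation was above 0.9, lay far above every control in single PJ34 embryos. Set 1, of 136 rows (133 with no symbol) that hold 58 distinct sets of values, had a mean log2 value of 10.01 in MTM13-3, 5.96 in MTM13-1 and 5.74 in MTM14-1, where the highest control was at 3.86. Set 2, of 29 rows with 29 distinct sets of values, had 8.03 in MTM14-1 against at most 4.74 in controls. MTM11-4, at 5.34, also lay above every control for set 2, by a smaller margin, and was not part of the background test below. Set 3, of 25 rows (24 with several symbols), held only 8 distinct sets of values. It had 9.87 in MTM13-1, 8.88 in MTM14-2 and 7.20 in MTM14-1 against at most 5.95. Rows that repeat the same values were each counted, here and in the counts per embryo below. What these rows measure was not tested. A background raised alike over the whole array would keep the order of its rows. At most 0.938% of the other rows at a set's control level lay above the set's median in an embryo tested for that set. In control embryos 54.2% did for set 1, 67.3% for set 2 and 82.0% for set 3. The rows were chosen for lying over 2 above every control, and the values were quantile normalized, so a low share was favoured beforehand. The test therefore does not decide on such a background. The treatment of the sire cannot be told apart from differences between single embryos, since the sets were searched for in PJ34 embryos alone and, counted alike in both groups, the unnamed rows more than 2 above the same sets of 6 controls numbered 151 in MTM13-3, 141 in MTM13-1 and 130 in MTM14-1 but also 73 in control D-1 and 46 in control B-2, with a ratio of geometric means of 1.40 (exact permutation test on log counts, two-sided, p = 0.395).

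A test of the difference between PJ34 sires singled out Tmem216 (adjusted p = 0.0438), Uhrf2 (adjusted p = 0.0838) and Tbc1d25 (adjusted p = 0.0838), which were higher in both MTM14 embryos, with log2 differences from controls of 1.70, 1.83 and 1.56. Samples that lay far from the others of their group were found in 14 of 222 groups of values, where about 1 in 20, or 11.1, are expected by chance. Uhrf2 had its far value in MTM14-1 (7.78), Ctla4 in MTM11-1 (7.20), Rps3 in MTM13-1 (9.17), the imprinted gene Ndn in MTM13-3 (5.28), the protamine gene Prm1 in MTM11-4 (6.68) and Sox2 in MTM14-2 (5.92). Among control embryos such values were those of Lamtor2 in D-3 (11.41), Atp5o in D-3 (9.34), Mir470 in B-1 (3.86), Atp5j in B-2 (9.58) and Sox2 in D-1 (5.30). For gene lists, the mean of the mitochondrial ribosomal proteins in MTM11-3 (7.81) and that of the proteasome in MTM11-3 (9.22) and in control A-2 (9.03) lay apart.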

How the results depend on the processing

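The alternatives with 1 row per gene and without embryo MTM13-3 as a named setting, the list tests with an estimated correlation on sire means, without dim rows or without sire B, the list tests without each embryo and those with chromatin modifiers without the genes the study discusses were chosen after values had been seen. Of 2977 pairs of a named gene and an alternative, 2894 kept direction and side of the threshold, 14 newly passed, 44 no longer passed and 25 reversed. Where no reason is given, the cause was not tested. For PJ34 against control the count of 0 became 2 with the sire as a random block, without dim rows and without sire A, 1 with array weights and without sire MTM14, and 0 to 2 when each embryo was left out (2 without control A-2, 1 without MTM11-1, MTM11-3, MTM13-4 or MTM14-2). With the embryo number as a replicate block it stayed 0. The numbers do not pair embryos across groups. In deviations from the group means of each row, 0 of 19 pairs with the same number had a correlation above 0.1. The plain analysis of variance of the study's array methods gave 2474 rows at an unadjusted p below 0.1, where 2178 are expected by chance. The MTM11 count of 1 became 0 with median centring and at 0.05, 2 with the family and controls alone, and 0 to 1 when embryos were left out. The MTM13 count of 0 became 1 with all rows of the table, where more rows are tested, and 1 without MTM13-3, with 0 to 3 when embryos were left out. The MTM14 count of 12 became 7 at 0.05, 3 with the family and controls alone, and 2 to 149 when embryos were left out. Single embryos called a mean of 0.1 rows (1 in total) with the pooled spread, 71.5 (582) without dim rows, which tests fewer rows, and 245 (1850) with all rows of the table, which tests more; a control embryo called 39.6 without dim rows. The share of rises among calls ran from 74.5% without dim rows to 100% with the pooled spread. Control family B gave 5 with trended and robust priors, 5 with median centring and 0 without dim rows, and D gave 1 without dim rows. The count between PJ34 sires ran from 0 to 110 when embryos were left out. The lists gave 5 on sire means, 1 without dim rows and 3 without sire B at the preset correlation, and 0 in each with an estimated one (lowest adjusted p 0.414, 0.526 and 0.545); when embryos were left out they gave 0 to 3 at the preset correlation (2 without control D-3, 3 without MTM11-3). Reversals were of genes that passed in neither setting of the group comparison. Gpd1l was at -0.065 on sire means, -0.10 with the replicate block, -0.022 with array weights, -0.018 without sire D, -0.079 without MTM11 and -0.045 without MTM13, and from -0.040 to 0.11 when embryos were left out. Hprt was at -0.024 without MTM11 and from -0.031 to 0.12 when embryos were left out. Without MTM11 Mat2b was at -0.0061 and Suv39h2 at 0.0082, and without MTM13 Myc was at 0.047. Stx8 was at -0.073 without sire B. Without MTM14 Tmem216 was at -0.27, Tbc1d25 at -0.22, Stx8 at -0.30 and Pou5f1 at 0.064; when embryos were left out they ran from -0.085 to 0.22, -0.053 to 0.21, -0.11 to 0.35 and -0.11 to 0.065. The spread ratio of 0.064 ran from 0.021 without MTM11-4 to 0.12 without control B-2 and was 0.13 on residuals from sire means (p = 0.0990), and the PJ34 to control ratio of calls per embryo of 1.28 ran from 1.29 with median centring to 1.48 without dim rows; none of these passed 0.05. Signal near the lower end of the array's range may limit which falls can be seen. Rises made up 100% of calls in PJ34 embryos in the dimmest of 3 equal parts of the rows. They made up 98.7% in the middle part and 45.4% in the brightest. Whether falls were missed in dim rows was not tested directly.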

Other observations

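Most tests of other splits and that of the stage score in this part were set before the results they measure were seen, and the reading of the stage score was made more cautious after its value was seen; the count of lists with an estimated correlation in other splits and the splits for family MTM14 and for the difference between PJ34 sires were chosen after the results had been seen. Lyz2, a lysozyme gene of myeloid cells that stands in the oviduct and blood list, was called higher in 2 single PJ34 embryos, at log2 values of 6.61 in MTM14-1 and 6.30 in MTM13-4, where the highest control was 5.15. Eif2s3y, a Y-linked translation initiation factor gene, was spread widely in both groups, with 7.41 in control B-3, 6.66 in control A-2, 5.40 in MTM14-1 and 4.66 in MTM11-4. Embryo MTM13-3 had a mean correlation with the other embryos of 0.955 over rows with 1 symbol and 0.816 over rows with no symbol. The latter include 133 of the 136 rows of set 1 described above.

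The single embryos called here 63 to 200 rows, 126.5 on average, and 97.6 on average with 1 row per gene. The study's counts are of genes, so the units differ. The range of rows lies inside that quoted from the study above, whose average lies between the 2 averages given here.

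Other splits of the same embryos into groups of the same sizes show where chance can be excluded. Where the real count is 0, any split reaches it, so the splits say nothing about chance: this holds for rows with an adjusted p below 0.1 in PJ34 against control (100 of 100 drawn splits, highest other 3), for family MTM13 (100 of 100, highest other 4) and for the gene lists (100 of 100, highest other 12). For the other results with enough splits to decide, chance cannot be excluded. At an unadjusted p below 0.05, 17 of 100 gave as many as the real 1282, and the highest other gave 1890. On sire means 3 of 10 splits gave as many as the real 1072, with 1142 as the highest other, and 10 splits are too few for a share under 0.05. For family MTM11, 20 of 100 gave as many as the real 1 (highest other 3), and for MTM14, with 2 embryos, 4 of 36 gave as many as the real 12 (highest other 13). For the difference between PJ34 sires, 57 of 100 regroupings of the 10 embryos gave as many as the real 3, and the highest other gave 17. For control family B all 35 of 35 gave as many as the real 1 (highest other 10), and for D 14 of 35 gave as many as the real 5 (highest other 10). For the ratio of calls in single PJ34 to control embryos, 10 of 100 reached the real 1.28 (highest other 1.502). For rows called in 3 or more PJ34 embryos, 8 of 100 reached the real 42 (highest other 45). At the preset correlation 76 of the 99 other splits called at least 1 gene list. With an estimated correlation 9 of the 99 did, the highest called 2, and the split that had called 12 called 1. The 12 lists may come from a structure among the embryos that the groups do not follow, from a preset correlation that is too low for these lists, or from both, and the splits do not separate these.

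A hypothesis was that PJ34 embryos lie earlier or later than controls on the way from maternal to embryonic transcripts, which might move genes of genome activation. The score of genome activation minus that of maternal transcripts was -0.01 ± 0.10 (SD, n = 10) in PJ34 embryos and 0.02 ± 0.09 (n = 7) in control embryos (exact permutation test, two-sided, p = 0.520). The difference was smaller than the spread between control embryos, but the p lay only just above the bound of 0.5 set beforehand for excluding a shift, so this test does not decide between a small shift and none.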
